# Cyanidin-3-O-Glucoside Ameliorates Palmitic-Acid-Induced Pancreatic Beta Cell Dysfunction by Modulating CHOP-Mediated Endoplasmic Reticulum Stress Pathways

**DOI:** 10.3390/nu14091835

**Published:** 2022-04-28

**Authors:** Yunan Chen, Xueyan Li, Lei Su, Qianrong Hu, Wenli Li, Jialin He, Lina Zhao

**Keywords:** Cyanidin-3-O-glucoside, palmitic acid, C/EBP homologous protein, endoplasmic reticulum stress, beta cell function, type 2 diabetes mellitus

## Abstract

Cyanidin-3-O-glucoside (C3G) is a natural colorant with anti-diabetic properties, while its underlying mechanisms remain far from clear. Here, we investigated the protective role of C3G on palmitic acid (PA)-induced pancreatic beta cell dysfunction and further decipher its possible molecular mechanisms. Both primary isolated mouse islets and the INS-1E cell were used, and treated with a mixture of PA (0.5 mM) and C3G (12.5 µM, 25 µM, 50 µM) for different durations (12, 24, 48 h). We found that C3G could dose-dependently ameliorate beta cell secretory function and further alleviate cell apoptosis. Mechanistically, the primary role of the PKR-like ER kinase (PERK) endoplasmic reticulum (ER) stress pathway was detected by RNA sequencing, and the PERK-pathway-related protein expression, especially the pro-apoptotic marker C/EBP homologous protein (CHOP) expression, was significantly downregulated by C3G treatment. The critical role of CHOP in mediating the protective effect of C3G was further validated by small interfering RNA. Conclusively, C3G could ameliorate PA-induced pancreatic beta cell dysfunction targeting the CHOP-related ER stress pathway, which might be used as a nutritional intervention for the preservation of beta cell dysfunction in type 2 diabetes mellitus.

## 1. Introduction

The widespread epidemic of type 2 diabetes mellitus (T2DM), affecting over 10.5% of the global population, causes a huge burden for public health [1]. T2DM features both insulin resistance and pancreatic beta cell dysfunction. The progression from the insulin resistance state to overt diabetes or hyperglycemia state is determined by the severity of pancreatic beta cell dysfunction, which fails to compensate for systemic insulin resistance [2,3]. Elevated free fatty acids (FFA, palmitic acid as a typical example) accompanied by insulin resistance states, are known to exert a chronic damaging effect on pancreatic beta cells (briefly called lipotoxicity), even before the glucotoxicity and are recognized as an independent diabetogenic factor [4]. Preservation or protection of beta cell function from deleterious factors is crucial to the early prevention and treatment of diabetes [5]. A growing body of literature has suggested that plant-derived polyphenols have great potential for preserving the physiological functions of beta cells and restoring the negative effects of lipotoxicity, which might be able to be used as a precision nutritional intervention for diabetes [6].

Cyanidin-3-O-glucoside (C3G), the most abundant anthocyanin, derived from deep-colored fruits and vegetables, belongs to the polyphenol of the flavonoid group [7,8]. The multiple health-prompting effects of anthocyanins have attracted great focus in the past two decades [9,10]. Accumulating epidemiological evidence from both large prospective cohort studies and intervention studies strongly supported that higher dietary anthocyanin consumption was associated with a lower risk of diabetes [11,12], while the underlying molecular mechanism of the anti-diabetic effect of C3G was still far from clear. Most of the published experimental studies on the anti-diabetic effect of C3G focused on its protective effect on peripheral insulin resistance. It has been reported that C3G exerts a protective effect on the liver, muscle, and adipose tissue through a variety of mechanisms, including regulating adipokine secretion, reducing the inflammatory response, activating AMPK signaling, among others [9]. Only several published studies have focused on the effect of C3G on the beta cell, which is also one of the target cells of C3G [13]. C3G has been reported to be able to protect/improve the viability of pancreatic beta cells or islets from various deleterious factors, including H_2_O_2_ exposure, glucotoxicity, and amylin or Ab1-42 treatment [14,15,16,17], while the protective role of C3G on palmitic-acid-induced beta cell dysfunction and its possible mechanisms have not been reported yet. In the present study, we systemically explored the dose-dependent effect of C3G on palmitic-acid-caused beta cell dysfunction, in both primary isolated islets and beta cell lines. To fully decipher the molecular responses underneath the protective effect of C3G on palmitic-acid-induced pancreatic beta cell dysfunction, we applied RNA sequencing (RNA-seq) to identify all differentially expressed genes after treatment of C3G, and further verified the critical mechanisms using Western blot (WB) and small interfering RNA (siRNA).

## 2. Materials and Methods

### 2.1. Materials

Cyanidin-3-O-glucoside was purchased from TAUTO BIOTECH (Shanghai, China). Palmitic acid (PA) and fatty acid-free-BSA were purchased from Sigma-Aldrich (St. Louis, MI, USA).

### 2.2. Cell Culture and Glucose-Stimulated Insulin Secretion Assay

The rat insulinoma INS-1E cell line was provided by FENGHUISHENGWU, Ltd. (Hunan, China). INS-1E cells were maintained in RPMI 1640 supplemented with 10% fetal bovine serum (FBS), 1% penicillin/streptomycin (Gibco, Carlsbad, CA, USA), 1% 1 mM sodium pyruvate, 10 mM HEPES (Solarbio Life Sciences, Beijing, China), and 0.05 mM 2-mercaptoethanol (Sigma-Aldrich, St. Louis, MI, USA).

Islets of Langerhans were isolated from C57BL/J6 male mice aged 8–12 weeks as previously described and were approved by the Animal Care and Utilization Committee of Sun Yat-sen University (Ethics Committee Approval No. 2021-010) [18]. Briefly, the pancreases of mice were fully expanded with 0.5 mg/mL collagenase P (Roche, Shanghai, China) dissolved in Hanks’ balanced salt solution (Gibco, Carlsbad, CA, USA) and cultured in RPMI 1640 containing 10% FBS and 1% penicillin/streptomycin. After 4 h at 5% CO_2_ and 37 °C, islets with intact borders were collected to use for glucose-stimulated insulin secretion assay (GSIS) experiments. Cell viability was measured by the CCK8 assay (Dojindo, Kumamoto, Japan) and the process was performed according to the manufacturer’s instructions.

For GSIS assay, INS-1E cells were grown in 12-well plates for two days and primary islets were collected in individual tubes for instant use (10 islets/tube), after which cells/islets were treated with 0.5 mM PA prepared as previously described [19] with or without various concentrations of anthocyanin (12.5 µM, 25 µM, 50 µM) for different time points (12 h, 24 h, or 48 h). The control group was treated with fatty-acid-free BSA. At the end of the treatment, the cell culture medium was replaced with PH 7.4 glucose-free KRBH (Krebs–Ringer bicarbonate HEPES buffer, containing 10 mM HEPES, 129 mM NaCl, 4.8 mM KCl, 1.2 mM MgSO_4_·7H_2_O, 1.2 mM KH_2_PO_4_, 2.5 mM CaCl_2_, 5 mM NaHCO_3_, and 0.1% Fatty-acid-free BSA) and incubated for an hour at 37 °C. Then, the glucose-free KRBH was discarded and incubated with 3 mM and 25 mM glucose KRBH for one hour each in turn, and the supernatants were collected for insulin assays (ELISA kit assay, Mercodia, Uppsala, Sweden). The glucose concentrations were based on previous studies on pancreatic beta cell function [20,21]. Cells were lysed in RIPA lysis to collect protein in normalization.

### 2.3. Apoptosis Assessment by Flow Cytometry and Immunofluorescent Staining

Cell apoptosis was examined by flow cytometry using the Annexin V-FITC/propidium iodide (PI) apoptosis detection kit (Elabscience, Wuhan, China). INS-1E cells were seeded in 6-well plates treated with BSA, PA, or PA plus 50 µM C3G for 24 h. Then, cells were suspended with Annexin V Binding Buffer (500 µL/5 × 10^5^ cells) with 5 µL Annexin V-FITC and 5 µL PI added at the end of the intervention. After being gently vortexed, the mixture needed an incubation for 20 min at room temperature avoiding light. Finally, the cell apoptosis rate was determined by utilizing an EPICS XL-MCL flow cytometer (BECHMAN COULTER, Brea, CA, USA) and analyzed by FlowJo™ software (BD Biosciences, New York, NY, USA). Annexin V binds to the membrane of early apoptotic cells and PI stains the DNA of late apoptotic or necrotic cells; thus, the apoptotic cells include early apoptotic cells (Annexin V+/PI−) and late apoptotic cells (Annexin V−/PI+).

Cell apoptosis rate was further confirmed by 4′-6-diamidino-2-phenylindol (DAPI)/PI immunofluorescent staining (Beyotime, Shanghai, China). INS-1E cells were grown on glass coverslips on 35 mm confocal dishes and after 36 h the cells were treated with BSA only, 0.5 mM PA, or PA containing 50 µM C3G. One hour prior to the end of treatment, 10 µg/mL of PI and 20 µg/mL of DAPI were added to the culture medium. At the end of incubation, cells were washed 3 times with clean PBS and fixed with 4% paraformaldehyde at 4 °C for 15 min. Cells were mounted with antifade mounting medium (Beyotime, Shanghai, China) and observed under a laser scanning confocal microscope (Leica TCS SP5, Wetzlar, Germany). Random images were acquired from different sites within the confocal dish and image analysis was performed to calculate cell apoptosis rate based on the ratio of the fluorescence area of PI (staining late apoptotic and necrotic cells) to DAPI (staining nuclei of all cells).

### 2.4. RNA Sequencing and Quantitative Real-Time PCR

INS-1E cells were seeded in 6-well plates treated with BSA, PA, or PA plus 50 µM C3G for 24 h. At the end of treatment, total RNA was extracted utilizing Trizol reagent (Thermo Fisher, Waltham, MA, USA) with three replicate samples collected for each group and sent to LC Bio (Zhejiang, China) for further processing of the samples and RNA sequencing (RNA-seq) analysis. Briefly, total RNA was quantified and the mRNA within was purified using Dynabeads Oligo (dT) (Thermo Fisher, Waltham, MA, USA). Then, mRNA was fragmented and reverse-transcribed to cDNA by SuperScript™ II Reverse Transcriptase (Invitrogen, cat.1896649, Carlsbad, CA, USA). Finally, the processed products were amplified with PCR, and the 2 × 150 bp paired-end sequencing (PE150) was performed on an Illumina Novaseq™ 6000 (LC-Bio Technology Co., Ltd., Hangzhou, China) following the vendor’s recommended protocol. The differentially expressed genes (DEGs) were selected with fold change >2 and statistically significant (*p* < 0.05) genes to make heatmap, volcano maps, and Gene Set Enrichment Analysis (GSEA) enrichment plots using the OmicStudio tools (https://www.omicstudio.cn/tool, the accessed date was 9 October 2021). The assigned GEO accession number is GSE196704.

Quantitative real-time PCR (qPCR) was performed as previously described [22]. Briefly, the concentration and purity of total RNA were measured. cDNA was acquired using a PrimeScript™ RT reagent Kit with gDNA Eraser (Takara, Kyoto, Japan), and TB Green^®^ Premix Ex Taq™ II plus ROX Reference Dye II (Takara, Kyoto, Japan) was applied to perform qPCR on an Applied Biosystems Prism 7000 sequence detection system. The target primers were designed based on mRNA sequences given in NCBI Genebank and were verified on NCBI-primer blast.

The primers were: toll-like receptor 4 (TLR4) Sense: GATCTGAGCTTCAACCC, Anti-sense: TTGTCTCAATTTCACACCTGGA; G-protein-coupled receptor 40 (GPR40) Sense: GCTGCCTTCCCCTTTGGATA, Anti-sense: TGTTGATGCCCAGGGAACTG; C/EBP homologous protein (CHOP) Sense: CCCCAGGAAACGAAGAGGAAG, Anti-sense: AATCTGGAGAGCGAGGGCTT; glucose transporter 2 (GLUT2) Sense: AATTTGGACCGGCACATGCT, Anti-sense: CTGAGGCCAGCAATCTGACTA; PKR-like ER kinase (PERK) Sense: GCGGCAGTGAGAAGTGGAAT, Anti-sense: ACCTTCCAATCAGCAACGGA; β-actin Sense: ATATCGCTGCGCTCGTCGT, Anti-sense: CATACCCACCATCACACCCTGG.

### 2.5. Western Blot

Whole-cell protein was extracted by RIPA Lysis Buffer with Halt™ Protease and Phosphatase Inhibitor Single-Use Cocktail, EDTA-Free (100×), and protein concentration was measured by Pierce BCA Protein Assay Kit (All from Thermo Scientific™, Waltham, MA, USA). Total protein was separated by SDS-PAGE, transferred to PVDF membrane (Millipore, Billerica, MA, USA), and detected by SuperSignal™ West Femto Maximum Sensitivity Substrate (Thermo Scientific™, Waltham, MA, USA). Primary and secondary antibodies used in the experiments were listed as follows: anti-PERK, anti-Phospho-PERK (Thr980), anti-glucose-regulated Protein 78 (GRP78), anti-CHOP, anti- eukaryotic initiation factor 2 alpha (eif2α), anti-elF2 alpha (phospho S52), anti-cleaved-caspase-3, anti- B cell lymphoma 2 (BCL2)-associated X protein (BAX), anti-BCL2 (1:1000 dilution, Cell Signaling Technology, Danfoss, MA, USA), mouse anti-rabbit IgG-HRP, and m-IgGκ BP-HRP (1:3000 dilution, Santa Cruz Biotechnology, Santa Cruz, CA, USA).

### 2.6. Inflammatory Factors Assay

The supernatant of INS-1E cells was collected after the intervention mentioned in 2.3 to detect inflammatory factor (interleukin-1beta, tumor necrosis factor-alpha) levels using the ELISA kit (NEOBIOSCIENSE, Shenzhen, China). The detailed procedures were followed in accordance with the manufacturer’s instructions.

### 2.7. Small Interfering RNA Transfections

CHOP small interfering RNA (siRNA) oligos with control oligos, and RNAFit transfection reagent were provided by HANBIO (Wuhan, China). The transfection process was performed according to the manufacturer’s instructions. After 36 h of transfection, INS-1E cells were then exposed to PA or C3G for GSIS assay and were collected for WB as described above.

### 2.8. Statistical Analysis

Data were shown as mean ± SEM, and one-way ANOVA followed by LSD post hoc test was utilized for comparing differences between multiple groups. All experiments were performed at least in biological triplicate. SPSS 25.0 (Chicago, IL, USA) was used for all analyses. For WB and immunofluorescence data, representative images were shown in all figures. *p* < 0.05 was taken to be statistically significant.

## 3. Results

### 3.1. C3G Directly Ameliorated PA-Induced Pancreatic Beta Cell Dysfunction in Vitro

To determine whether C3G could protect the secretory function of the pancreatic beta cell, we first treated INS-1E cells with 0.5 mM PA in combination with a gradient concentration of C3G (12.5 µM, 25 µM, 50 µM) for different time points (12 h, 24 h, 48 h) (Figure 1A–C). No cytotoxicity was observed at selected dosages (Figure S1A). A dose-dependent protective effect of C3G on PA-induced beta cell secretory dysfunction was observed at 50 µM C3G treatment for 24 h. Meanwhile, GSIS (25 mM glucose) in the PA + C3G group rose by 43% and the stimulatory index augmented by 33% compared to the PA group, respectively (Figure 1B). Next, 50 µM C3G treated for 24 h was used in the following experiments.

Then, we further confirmed the above observation in the primary isolated islets. Compared to the BSA group, GSIS was decreased by 52% due to PA exposure and that was significantly restored by C3G treatment, with GSIS increasing by 127% and stimulatory index increasing by 35%, respectively (Figure 1D).

To explore whether C3G could have a protective effect on PA-induced apoptosis, we first checked the cell apoptosis rate by applying both Annexin V-FITC/PI double staining flow cytometry and DAPI/PI fluorescent staining. Compared with the control group, the apoptosis rate was dramatically augmented by 188% under PA exposure, while C3G treatment remarkably reduced the apoptosis rate by 47% (Figure 2A). Further, 50 µM C3G treatment significantly decreased the cell apoptosis by 37% compared with the PA group, as indicated by DAPI/PI fluorescent staining (Figure 2B).

Cell-apoptosis-related proteins, including BAX, BCL2, and cleaved caspase-3, were further detected by WB (Figure 2C). Compared to the PA group, supplementation of C3G downregulated the expression of the pro-apoptotic protein BAX and the apoptotic marker protein cleaved caspase-3 by 21% and 37%, respectively, and upregulated the anti-apoptotic protein BCL2 by 131%. These observations of apoptosis were also consistent with the CCK8 assay (Figure S1B–D).

### 3.2. Exploration of the Possible Molecular Mechanisms in Mediating the Protective Role of C3G

To investigate the molecular mechanisms that mediated the protective effect of C3G on PA-induced beta cell dysfunction, we first used qPCR and WB to detect the expression of cell membrane receptors, including toll-like receptor 4 (TLR4) and G-protein-coupled receptor 40 (GPR40), which recent studies had reported to be involved with beta cell apoptosis and insulin secretory capacity [23,24,25]. No significant change was detected between the PA + C3G group and the PA group, as shown in Figure 3A–D.

Next, RNA-seq was applied to screen the differentially expressed genes, and the results were analyzed using different methods. 

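INS-1E cells, a rat insulinoma line, were exposed for 24 h to BSA, to 0.5 mM PA, or to 0.5 mM PA together with 50 µM C3G, and polyadenylated RNA from 3 replicates per group was sequenced in paired-end mode. For 20645 rat genes with Ensembl identifiers, the authors deposited estimated counts, which are not normalized, and FPKM (fragments scaled to gene length and to the mapped fragments of the library). The paper's text does not name the genome build, so positions are those of the authors' table. The estimated counts summed to between 45559993 and 66730721 per library, with medians of 62553661 in the BSA group, 65566681 in the PA group and 61525064 in the PA + C3G group. Low counts pile up at multiples of 4, with 2.44 times as many genes at 4 counts as the mean of those at 3 and 5. The reason for this is not known. A sequenced fragment was therefore taken to be worth about 4 of these counts, which would make sampling error larger than the totals alone give. Counts were normalized by edgeR's TMM method. The groups were compared over the 12958 genes with a mean FPKM of at least 1, by edgeR's quasi-likelihood test fitted to all 9 libraries, with Benjamini-Hochberg adjustment. PA changed 6614 genes relative to BSA at an adjusted p-value under 0.05, with 3345 higher and 3269 lower. This balance depends on the scaling. It was 3650 higher and 2977 lower with each library rescaled to the same FPKM sum. With limma on log2(FPKM + 1) in place of edgeR it was 3091 higher and 3521 lower. C3G changed 2752 genes relative to PA alone, with 1436 higher and 1316 lower. At a fold change above 2 and an unadjusted p-value under 0.05, 980 genes were DEGs between PA and BSA (428 higher, 552 lower) and 147 between PA + C3G and PA (91 higher, 56 lower). Leaving out PA replicate 3 moved the PA + C3G versus PA count most, to 1718 genes. Rescaling each library to the same FPKM sum raised it to 3323 and changed the balance of directions, to 775 higher and 2548 lower. The same rescaling turned the balance of the DEGs between PA + C3G and PA to 65 higher and 78 lower. The FPKM sums were 531272 to 539038 in the PA + C3G libraries and 514322 to 516276 in the PA libraries. Mean FPKM rose from 13744 to 32002 for Ins1 and from 1871 to 7008 for Ins2. Such rises enlarge the sum, and the rescaling then sets all other genes lower, which accounts for part of this shift. The groups share replicate numbers, so the test was also fitted with the replicate number as a block (a replicate block), which gave 6843 genes for PA versus BSA and 3118 for PA + C3G versus PA. Taken across genes, which are not independent replicates, deviations from the group means showed little relation between libraries with the same number. Pearson's r was 0.0153 for PA with BSA and 0.0545 for PA + C3G with PA. So small an r does not exclude a shared replicate effect on some genes. Replicate 2 had the lowest FPKM of each group for Ins1, Eif2ak3 and Ddit3 and the highest for Ins2, whereas Slc2a2 showed no common order.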

The pathway enrichment analysis based on the Kyoto Encyclopedia of Genes and Genomes (KEGG) was performed to find the most significantly altered pathways, and GSEA was utilized to quantify the expression of gene sets under relevant pathways to see if the expression was up- or downregulated. As shown in Figure 4A,B, KEGG analysis showed that the endoplasmic reticulum (ER) stress pathway ranked as one of the top pathways in the PA group compared to the control group, while GSEA analysis presented significantly lower expression of gene sets in the ER stress pathway and higher expression in the DNA proliferation and insulin secretion pathway (Figure S2A,B) in the PA + C3G group compared to the PA group, which suggested that the protective effect of C3G on cell apoptosis and insulin secretion was probably accomplished by alleviating ER stress, promoting cell proliferation and insulin secretion pathways. 

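The KEGG annotation in the authors' table places 150 of the tested genes in protein processing in endoplasmic reticulum, 36 in DNA replication and 60 in insulin secretion. The background for over-representation was the 4607 tested genes with a KEGG annotation, 377 of them DEGs between PA and BSA. The ER pathway held 29 of these DEGs, 28 higher with PA (odds ratio 2.83, one-sided Fisher's exact test, p = 7.94e-06, adjusted p = 0.000826 over 312 pathways). By this p-value it took rank 3, after cell cycle and homologous recombination. With DEGs taken at a fold change above 1.2 and an unadjusted p-value under 0.01, which moved it most, the odds ratio was 1.98. Over all 150 members, the median log2 fold change was 0.37 in PA versus BSA (adjusted p = 1.2e-16 over 294 pathways from limma's camera test with an inter-gene correlation of 0.01) and −0.05 in PA + C3G versus PA (adjusted p = 0.00236 from the same limma test). In the latter comparison 39 members were lower and 9 higher at an adjusted p-value under 0.05. The size of its median depends on the scaling. With each library rescaled to the same FPKM sum it was −0.14, where the median of all tested genes was −0.09. With limma on log2(FPKM + 1) the ER median was −0.09, and −0.05 after quantile normalization. With the inter-gene correlation estimated from the data, the unadjusted camera p-value for PA + C3G versus PA was 0.104, against 5.61e-05 with the fixed correlation. It ranged from 2.85e-07 to 0.104 over all alternatives. For PA versus BSA the estimated correlation gave an unadjusted camera p-value of 0.00532. Splits of the PA and PA + C3G libraries that mixed the groups gave camera p-values down to 8.65e-05 for the ER pathway. Such splits keep part of the difference between the groups, so they do not measure how often camera is wrong. GSEA was run on the signal-to-noise ratios of all 19309 gene symbols, since the GSEA plot in Figure 4B ranks about as many. This ranking was chosen after the data were open and after the paper's scores had been read from its figures. The enrichment score of the ER pathway was 0.65 in PA versus BSA (permutation p = 3e-04) and −0.43 in PA + C3G versus PA (permutation p = 2e-04). For PA + C3G versus PA it was 0.73 for DNA replication (permutation p = 2e-04) and 0.40 for insulin secretion (permutation p = 0.0130). With only genes of a mean FPKM of at least 1 ranked, these 3 scores for PA + C3G versus PA were −0.43, 0.74 and 0.44. The permutations drew 10000 random gene sets, which treats genes as independent, and 3e-04 and 2e-04 are the smallest p-values they can give. From the lower ER expression and the higher DNA replication and insulin secretion expression with C3G, the paper proposes that C3G protects the cells by relieving ER stress and by promoting proliferation and insulin secretion.

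**Figure D1:**
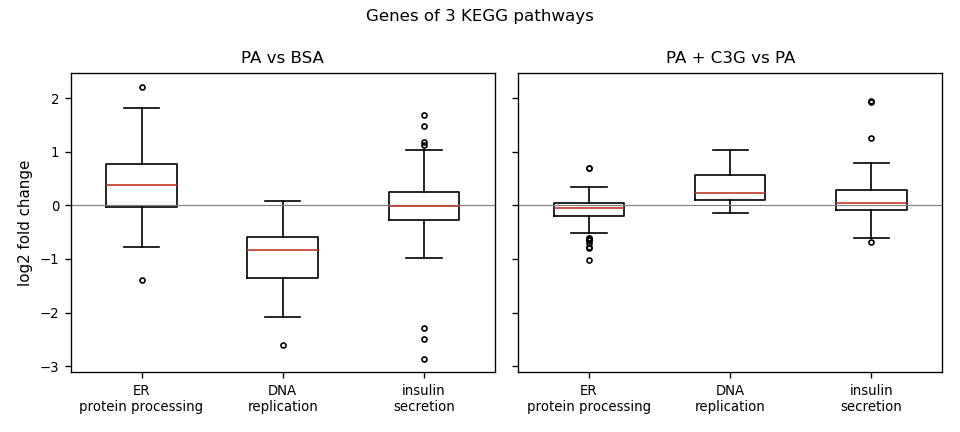
Log2 fold changes of the genes of 3 KEGG pathways in PA versus BSA and in PA + C3G versus PA. Boxes span the quartiles, red lines are medians, whiskers reach the furthest genes not drawn as single points, and circles are single genes; the ER median moves from 0.37 in the first comparison to −0.05 in the second.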

Besides, the volcano plot (Figure S2C) and heatmap (Figure 4C), based on clustering analysis of DEGs, further indicated that the top downregulated ER stress pathway genes involved eif2αk3 (PERK), and ddit3 (CHOP). 

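Eif2ak3 (ENSRNOG00000006069), which encodes PERK, lies on chromosome 4 from 98648545 to 98709694. Its expression was 9.00 ± 0.731 FPKM (SD, n = 3) with BSA, 22.2 ± 0.747 (n = 3) with PA and 13.8 ± 0.516 (n = 3) with PA + C3G. The log2 fold change was 1.33 in PA versus BSA (standard error 0.06, adjusted p = 1.85e-07 from edgeR's quasi-likelihood test) and −0.65 in PA + C3G versus PA (standard error 0.06, adjusted p = 0.000214). Ddit3 (ENSRNOG00000006789), which encodes CHOP, lies on chromosome 7 from 70580198 to 70585084 and was at 54.2 ± 4.70 FPKM (SD, n = 3) with BSA, 134 ± 10.4 (n = 3) with PA and 79.9 ± 4.26 (n = 3) with PA + C3G. Its log2 fold change was 1.33 in PA versus BSA (standard error 0.08, adjusted p = 6.50e-07 from the same edgeR test) and −0.70 in PA + C3G versus PA (standard error 0.08, adjusted p = 0.000399). With each library left out in turn, the change in PA + C3G versus PA stayed between −0.68 and −0.63 for Eif2ak3 and between −0.76 and −0.67 for Ddit3. Rescaling each library to the same FPKM sum moved these values most, to −0.74 and −0.80. In fold terms, Eif2ak3 was 1.57-fold and Ddit3 1.63-fold lower with C3G, short of the fold change of 2 that defines the DEGs. Among the 6499 genes that were lower with C3G, Eif2ak3 ranked 37 and Ddit3 63 by p-value, and 284 and 221 by log2 fold change. These ranks are over all tested genes, whereas the paper speaks of the ER stress pathway. In the ER gene list written before the data were examined, Eif2ak3 was among the 5 genes with the smallest p-values. Ddit3 was not among those 5. Several other ER stress genes fell. The log2 fold change in PA + C3G versus PA was −0.80 for Ppp1r15a, −0.61 for Atf6 and −0.61 for Ern1, which encodes IRE1. Others rose, among them Nupr1 by 0.69 and Shmt2 by 0.42, both from a list of PERK targets. These genes had been lower with PA than with BSA, with log2 fold changes of −0.41 and −0.48. Of the 21 tested genes of this PERK list, 9 were higher and 3 lower with C3G at an adjusted p-value under 0.05. The list was written before the data were opened. PA itself did not detectably shift it, with a median of 0.09 (unadjusted p = 0.0598 from limma's camera test). The paper's blots show more PERK phosphorylation with PA and less with C3G. The list therefore does not stand for PERK activity here. Hspa5, which encodes GRP78, rose from 336 ± 29.7 FPKM (SD, n = 3) with BSA to 1097 ± 14.8 (n = 3) with PA and was at 774 ± 9.60 (n = 3) with PA + C3G.

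**Figure D2:**
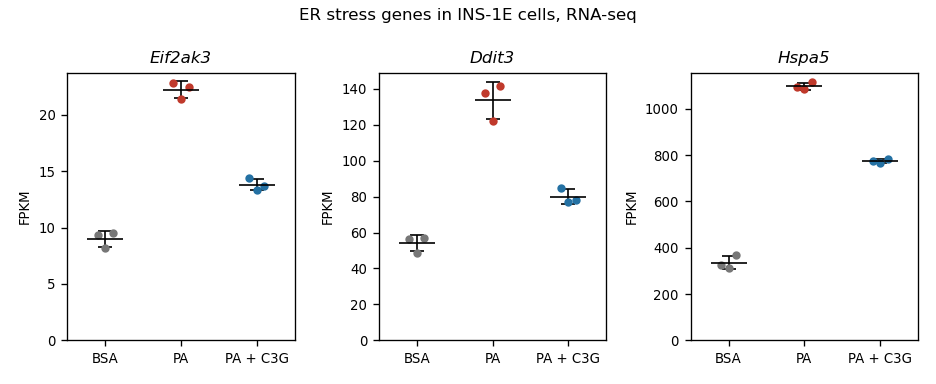
FPKM of Eif2ak3, Ddit3 and Hspa5 in each library of the BSA, PA and PA + C3G groups, with the mean (wide line) and SD (whiskers, n = 3). For each gene the 3 PA + C3G libraries lie below the 3 PA libraries and above the 3 BSA libraries.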

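The RNA-seq values for PERK (Eif2ak3), CHOP (Ddit3) and GLUT2 (Slc2a2) were also expressed as folds of the BSA mean FPKM, the scale of the qPCR plot in Figure 4D. The qPCR measurements themselves are not analysed here. Eif2ak3 was at 2.47 ± 0.0830 (SD, n = 3) with PA and 1.53 ± 0.0573 (n = 3) with PA + C3G. Ddit3 was at 2.47 ± 0.192 (SD, n = 3) with PA and 1.47 ± 0.0787 (n = 3) with PA + C3G. Slc2a2 was at 0.202 ± 0.00778 (SD, n = 3) with PA and 0.337 ± 0.0110 (n = 3) with PA + C3G. The 3 libraries of the PA group and the 3 of the PA + C3G group did not overlap for any of these genes (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow). The primer list includes β-actin, whose gene Actb changed too, from 641 ± 16.9 FPKM (SD, n = 3) with BSA to 470 ± 2.75 (n = 3) with PA and 462 ± 12.9 (n = 3) with PA + C3G. Divided by the Actb FPKM of the same library, the folds with PA and with PA + C3G were 3.36 ± 0.124 and 2.12 ± 0.124 (SD, n = 3) for Eif2ak3, 3.36 ± 0.278 and 2.04 ± 0.157 (n = 3) for Ddit3, and 0.275 ± 0.00922 and 0.467 ± 0.0197 (n = 3) for Slc2a2.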

PERK, CHOP, and GLUT2 expression were further confirmed by qPCR, and that was in line with RNA-seq analysis (Figure 4D). The insulin-secretion-related genes, including ins1, ins2, and slc2a2 (GLUT2), were ranked as the top upregulated genes, consistent with the restored GSIS by C3G treatment.

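Ins1 (ENSRNOG00000012052) and Ins2 (ENSRNOG00000020405), the rat insulin genes, lie on chromosome 1, from 272799784 to 272800347 and from 215856971 to 215858034. As paralogs they could have had reads divided between them by the authors' counting. Slc2a2 (ENSRNOG00000011875) lies on chromosome 2 from 114413410 to 114445395. Ins1 fell from 26650 ± 1749 FPKM (SD, n = 3) with BSA to 13744 ± 684 (n = 3) with PA and was at 32002 ± 3725 (n = 3) with PA + C3G. Its log2 fold change in PA + C3G versus PA was 1.26 (standard error 0.08, adjusted p = 3.22e-05 from edgeR's quasi-likelihood test). Ins2 fell from 13778 ± 1345 FPKM (SD, n = 3) to 1871 ± 198 (n = 3) and was at 7008 ± 669 (n = 3) with PA + C3G, a log2 fold change of 1.94 over PA (standard error 0.10, adjusted p = 1.77e-05 from the same edgeR test). For Slc2a2 the FPKM was 510 ± 18.4 (SD, n = 3) with BSA, 103 ± 3.97 (n = 3) with PA and 172 ± 5.63 (n = 3) with PA + C3G, a log2 fold change of 0.78 over PA (standard error 0.04, adjusted p = 1.99e-05 from the same edgeR test). By p-value these genes ranked 9, 3 and 7 among the 6458 genes that were higher with C3G, and by log2 fold change 72, 23 and 236. Relative to BSA, the PA + C3G group remained lower for Ins2, with a log2 fold change of −0.91, and for Slc2a2, with −1.51, whereas Ins1 was higher by 0.33 (adjusted p = 0.0102 from the same edgeR test). With limma on log2(FPKM + 1), the last difference was 0.26 with an adjusted p-value of 0.0665, the highest of a range that began at 9.72e-05 (Ins1, PA + C3G vs BSA, over the alternatives other than quantile normalization). Quantile normalization gives genes of equal rank the same value and returned exactly 0. It gave 0.72 for Ins1 in PA + C3G versus PA, and among the other alternatives leaving out PA + C3G replicate 1 moved that change most, to 1.15.

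**Figure D3:**
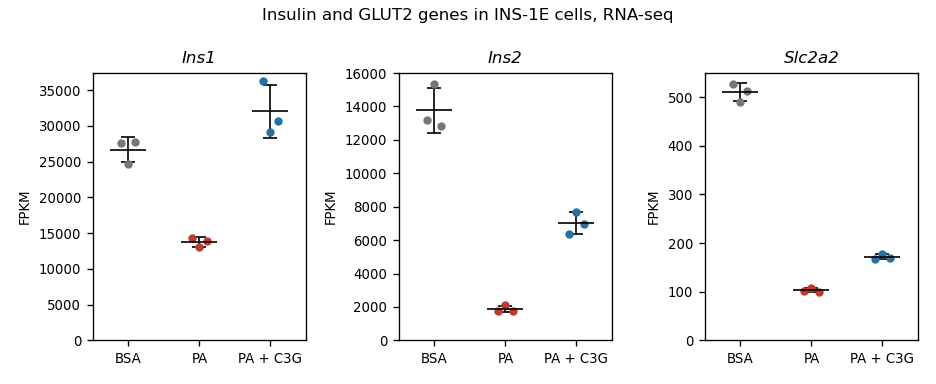
FPKM of Ins1, Ins2 and Slc2a2 in each library of the BSA, PA and PA + C3G groups, with the mean (wide line) and SD (whiskers, n = 3). For each gene the 3 PA + C3G libraries lie above the 3 PA libraries, and for Ins2 and Slc2a2 they lie below the 3 BSA libraries.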

### 3.3. Verification of the Critical Role of ER Stress Pathway in Mediating the Protective Effect of C3G

The ER stress pathway is mainly mediated by three endoplasmic reticulum transmembrane proteins, including PERK, inositol-requiring enzyme 1 (IRE1), and transcription factor 6 (ATF6) [26,27]. Based on the RNA-seq analysis and qPCR results, we used WB to validate the expression of markers in ER stress pathways. C3G significantly lowered the PA-induced augmentation on the expression of GRP78, CHOP, and the elevated phosphorylation of PERK and eif2α (Figure 5A). Especially for CHOP and phosphorylated eif2α, the inhibitory effect of C3G on the expression of these ER stress markers led to 18–32% reduction (Figure 5B).

We then further tested the secretion of several inflammatory factors and found that interleukin-1beta (IL-1β) secretion was decreased by 42% in the PA + C3G group compared to the PA group (Figure 5C).

### 3.4. Verification of the Critical Role of CHOP-Medicated ER Stress in Mediating the Protective Role of C3G

To verify the critical role of CHOP-medicated ER stress, we applied CHOP siRNA (siCHOP) to suppress the expression of CHOP; scrambled control RNA sicon was applied in the control group. siCHOP2 was selected in subsequent experiments, which induced CHOP reduction by more than 50% (Figure 6A). Compared with the PA + sicon group, knockdown of CHOP could effectively restore the PA-induced reduction in GSIS and increase in apoptosis rate (Figure 6B,C). The PA + C3G + siCHOP2 group exerted a further protective effect on both GSIS and apoptosis rate compared with PA + C3G + sicon group. These findings indicated the center role of CHOP in PA-induced beta cell dysfunction and that played a critical role in mediating the protective effect of C3G.

## 4. Discussion

Anthocyanin C3G has long been interesting as a plant-derived product with anti-diabetic properties, but the molecular mechanism is still not fully understood. In the present study, we demonstrated, for the first time, that C3G could potently restore the pancreatic beta cell’s secretory function and reduce apoptosis under PA exposure. Furthermore, we demonstrated that CHOP-mediated ER stress was the central mechanism of the PA-induced pancreatic beta cell dysfunction and could be effectively restored by C3G supplementation. Conclusively, the study provided a new angle for understanding the anti-diabetic beneficial effect of C3G via preserving pancreatic islets from lipotoxicity.

Previous studies reported that long-term high PA intake caused a significant decrease in serum insulin levels and islet morphology atrophy in wild-type mice and that exposure to a mixture of palmitic and oleic acids triggered an increased rate of apoptosis in INS-1E cells [4,28]. Here, we also observed that long-term exposure to PA directly blunted the glucose-stimulated secretory function in both beta cell line and primary isolated islets and dramatically triggered apoptosis in INS-1E cells. Furthermore, we observed that C3G could dose-dependently improve the impairment of GSIS by PA exposure. The ability of C3G to improve the cell viability or protect beta cells from apoptosis upon various deleterious factors, including high glucose, H_2_O_2_, amylin, or Ab-42, has been observed and reported by several studies [16,29,30,31,32]. In line with these reports, using both flow cytometry and immunostaining, we also observed that supplementation of C3G could significantly reduce the apoptosis induced by PA.

A number of studies have suggested that TLR4 and GPR40, also known as free fatty acid receptor 1 (FFAR1), are expressed on beta cell membranes. It is reported that they could respond to medium- and long-chain saturated fatty acids, and mediate the downstream pathways that play a critical role in FFA-induced beta cell apoptosis and dysfunction [23,24,25,33,34,35]. Therefore, we detected the expression of these two receptors by qPCR and WB. Interestingly, neither of them displayed significant differences following the treatment of C3G, which reminded us to look for other ways to explore the possible mechanism.

It has been reported by recent studies that ER stress has a great impact on pancreatic beta cells, and PERK, one of the three known ER stress transmembrane receptors, is involved with proinsulin folding and cell survival [26,27,36]. 

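The tested ER pathway members that were higher in PA than in BSA at an adjusted p-value under 0.05 numbered 87. Of these, 38 were lower in PA + C3G than in PA at the same threshold and 1 was higher, and 77 were still above BSA in the PA + C3G group. Their median log2 fold change over BSA was 0.67 with PA and 0.56 with PA + C3G, and it was −0.15 for PA + C3G versus PA. Under the alternative settings, between 70 and 79 members stayed above BSA. Among all PA-changed genes, 2235 (33.8%, 95% Wilson interval 32.7 to 34.9) moved back with C3G at an adjusted p-value under 0.05, and 110 moved further away. The interval covers counting error only and treats genes as independent. The share was moved most by leaving out PA replicate 3, to 24.8%. The PA libraries enter both comparisons, which by itself favours opposite signs. With different PA libraries in the 2 effects, Pearson's r across genes was −0.46 on average against −0.63 with the same libraries, and genes are not independent replicates.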

The RNA-seq analysis from the present study did indicate that ER stress signaling pathways were the key molecular response to the PA-induced pancreatic beta cell dysfunction and that could be effectively alleviated by C3G supplementation. The other possible pathways are still worth investigating to completely understand the protective role of C3G on pancreatic beta cells in a future study. The activation of PERK and its downstream eif2a, CHOP signaling was further confirmed by WB and C3G supplementation could potently reduce their activation and expression, which was supported by a number of studies, demonstrating a close relationship between increased expression of PERK receptor and downstream eif2α or CHOP and saturated-fatty-acid-induced beta cell apoptosis in rodent and human islets [37,38,39]. Meanwhile, the elevated level of IL-1β further confirmed that ER-stress-related inflammatory pathways were activated by PA exposure, which was consistent with the reported studies describing the inflammatory NLRP3 pathway that interacts with ER stress pathways in diabetes [40,41]. Taken together, these observations indicated that C3G might exert protective effects on the PA-induced beta cell dysfunction through inhibiting the PERK pathway.

Next, we used siRNA to further verify the critical role of CHOP in mediating the protective role of C3G in PA-induced pancreatic cell dysfunction. After knocking down the pro-apoptosis marker of ER stress, both WB and flow cytometry results supported that inhibition of ER stress pathway could suppress cell apoptosis. Interestingly, the combined effect of C3G and siCHOP2 presented the most significant decrease in cell apoptosis, which indicated that C3G did ameliorate beta cell ER stress to cut down the PA-induced damage. The ability of C3G to alleviate ER stress in hepatocytes, endothelial cells, retinal cells, and neuronal cells and, thereby exerting various health-prompting benefits, as reported previously [42,43,44,45]. Here, our data suggested, for the first time, that C3G could play a protective role against ER stress in beta cells and that may preserve the pancreatic beta cell from lipotoxic damage.

Although it is hard to expect the in vitro C3G dosage could be achieved from merely food or dietary supplements [46]. With the rapid progress of nanoencapsulation and the delivery system of food-derived bioactive compounds [47], C3G-based precision nutritional intervention targeting pancreatic beta cell dysfunction in obesity-related diabetes will be of great interest.

## 5. Conclusions

In summary, the data presented in our study demonstrated the protective role of C3G on PA-induced beta cell dysfunction through alleviation of the CHOP-mediated ER stress pathway. Our study provides direct evidence of the protective effect of C3G on pancreatic beta cell dysfunction upon fatty acid stress, which might help to fully understand the anti-diabetic properties of C3G and develop C3G as a nutritional intervention targeting beta cell lipotoxicity in obesity and its related diabetes.

## Figures and Tables

**Figure 1:**
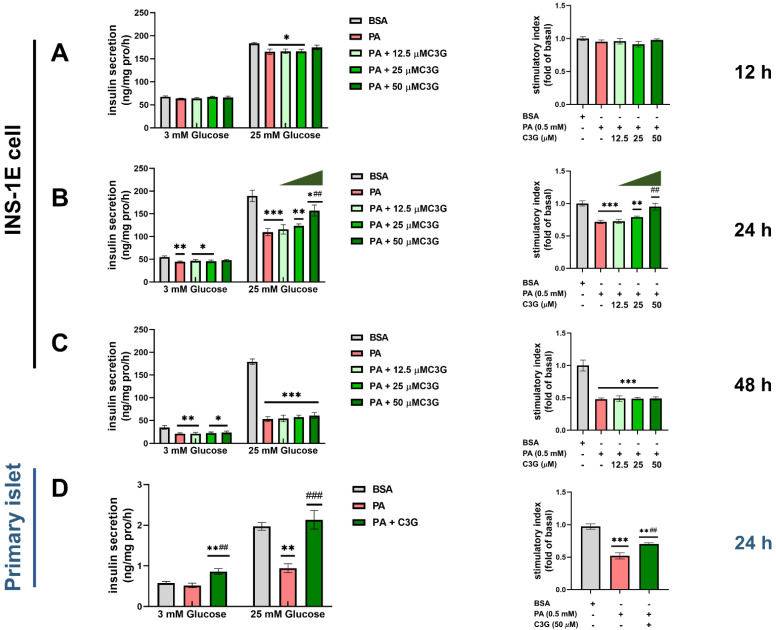
Effects of C3G on glucose-stimulated insulin secretion (GSIS) in INS-1E cells and mouse primary islets under palmitic acid (PA) exposure. (**A**–**C**) GSIS in INS-1E cells after treated with 0.5 mM PA and with or without different doses of C3G (12.5 µM, 25 µM, 50 µM) for different time points (12 h, 24 h, and 48 h). The stimulatory index was expressed as fold change versus the BSA group (the control group treated with BSA). (**D**) GSIS of mouse primary islets with 0.5 mM PA plus 50 µM C3G for 24 h treatment. Experiments were performed in triplicate and results were shown as means ± SEM, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 versus BSA control group, ## *p* < 0.01, ### *p* < 0.001 versus PA group.

**Figure 2:**
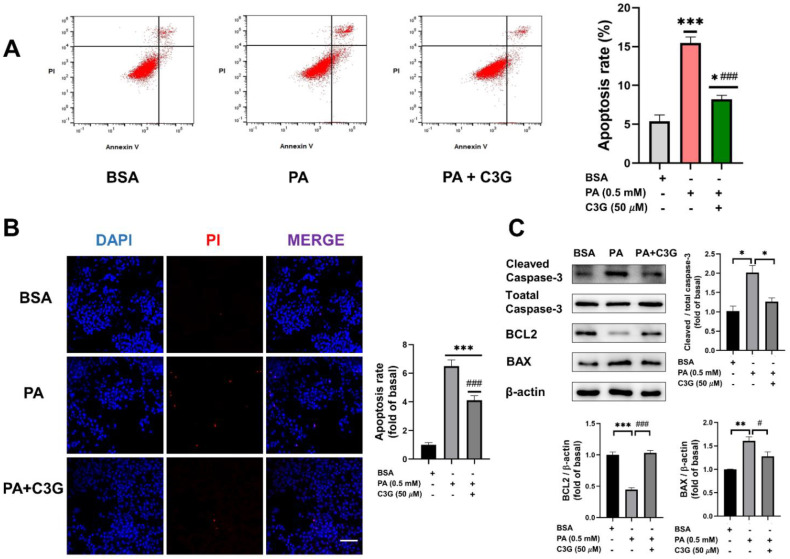
Effects of C3G on PA-induced apoptosis in INS-1E cells. (**A**) The apoptosis rate of INS -1E cells was assessed by Annexin V-FITC/propidium iodide (PI) double staining flow cytometry. (**B**) Apoptotic cells were detected by DAPI/PI fluorescent staining (40× oil, scale bar: 25 µM). Cell apoptosis rate was calculated by the ratio of PI to DAPI fluorescence intensity and presented as fold change versus the BSA group. (**C**) Expression of apoptosis-related protein markers measured by Western blot (WB). Data were collected from triplicate independent experiments and were shown as means ± SEM, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 versus BSA control group, # *p* < 0.05, ### *p* < 0.001 versus PA group.

**Figure 3:**
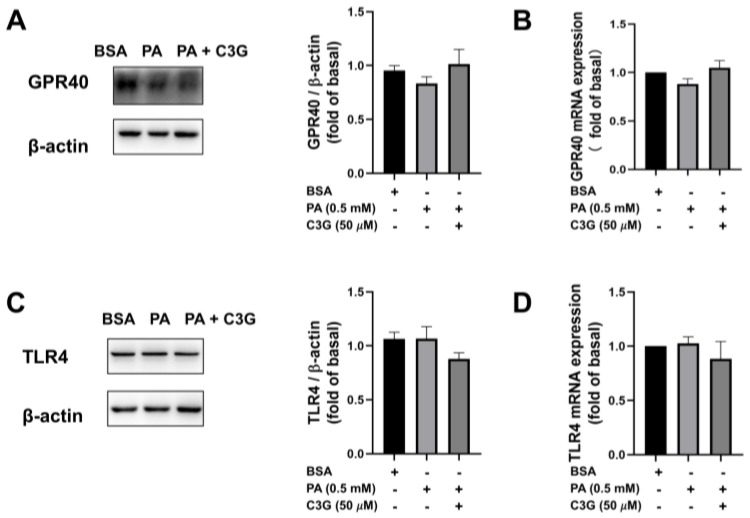
Effects of C3G on mRNA and protein expression of G-protein-coupled receptor 40 (GPR40) and toll-like receptor 4 (TLR4) in treated INS-1E cells. (**A**) WB results of GPR40. (**B**) Quantitative real-time PCR (qPCR) results of GPR40. (**C**) WB results of TLR4. (**D**) The qPCR results of TLR4.

**Figure 4:**
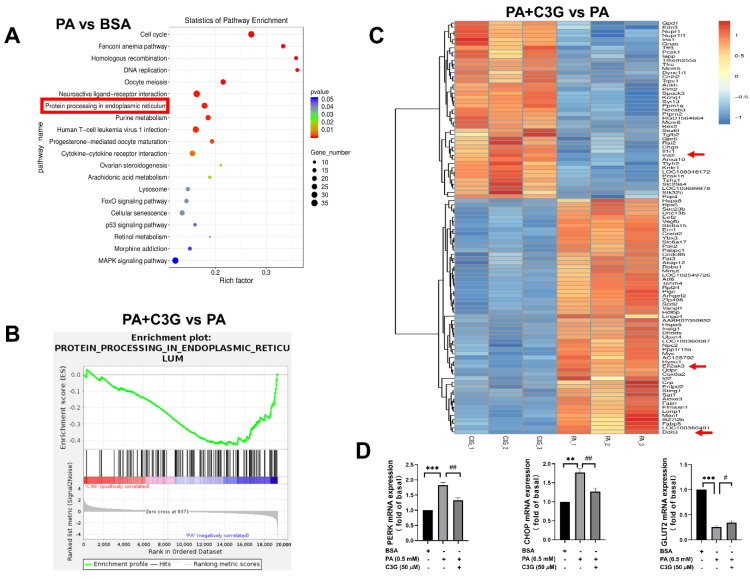
Effects of C3G on differently expressed genes (DEGs) detected by RNA-sequencing (RNA-seq) in treated INS-1E cells. (**A**–**C**) RNA-seq analysis on DEGs among groups (each group with three replicates). (**A**) Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment plot of PA group versus BSA group. The rich factor indicates the proportion of DEGs in a KEGG pathway. (**B**) Gene Set Enrichment Analysis (GSEA) enrichment plot of the PA + C3G group versus the PA group. (**C**) Heatmap on DEGs of the PA + C3G group versus the PA group. The significantly upregulated genes were in red, while the downregulated ones were in blue. (**D**) The mRNA levels of ER-stress-related genes (PERK and CHOP), and insulin-synthesis-related gene (GLUT2) in INS-1E cells were quantified by qPCR and normalized to the BSA group (*n* = 6). Data were shown as means ± SEM, ** *p* < 0.01, *** *p* < 0.001 versus BSA control group, # *p* < 0.05, ## *p* < 0.01 versus PA group.

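The rich factor of a pathway was computed as the share of its tested genes that were DEGs between PA and BSA. It was 0.193 for protein processing in endoplasmic reticulum. It was 0.259 for cell cycle (29 of 112 genes), 0.333 for DNA replication (12 of 36 genes), 0.333 for homologous recombination (13 of 39 genes) and 0.298 for the Fanconi anemia pathway (14 of 47 genes). All DEGs in DNA replication, homologous recombination and the Fanconi anemia pathway were lower with PA, as were 27 of those in cell cycle. The adjusted p-values of these pathways by one-sided Fisher's exact test lay between 3.28e-06 for cell cycle and 0.000969 for DNA replication. For PA + C3G versus PA, 55 DEGs carried a KEGG annotation, and the smallest adjusted p-value was 0.142 by the same exact test.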

**Figure 5:**
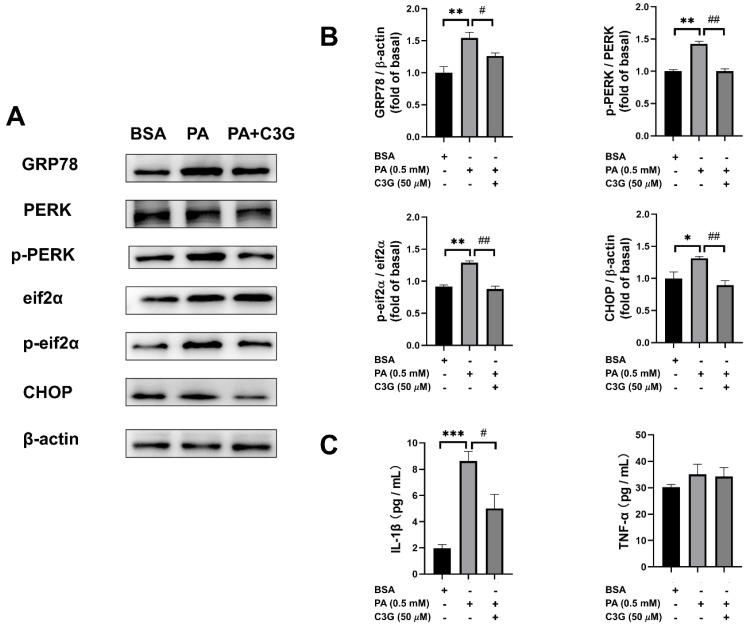
Effects of C3G on protein expression of ER stress signaling pathways and inflammatory factor concentration. (**A**) The ER stress PERK-pathway-related protein levels were measured by WB. (**B**) WB plots were analyzed and the value was normalized to the BSA group. (**C**) Inflammatory factors interleukin-1beta (IL-1β) and tumor necrosis factor-alpha (TNF-α) were measured by ELISA. Experiments were conducted in triplicate and data were shown as means ± SEM, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 versus BSA control group, # *p* < 0.05, ## *p* < 0.01 versus PA group.

**Figure 6:**
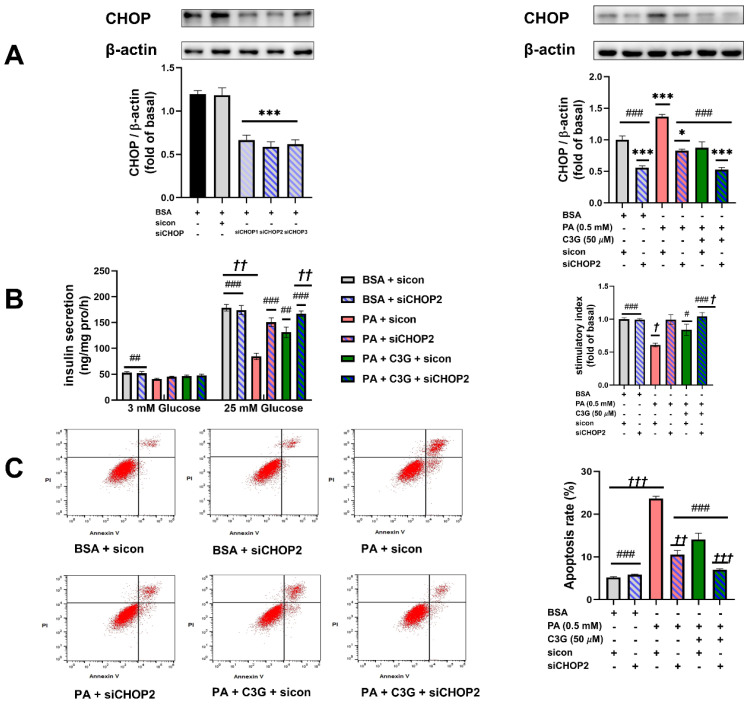
Effects of knockdown of CHOP on PA-induced damage on INS-1E cell GSIS and survival. (**A**) Effects of siCHOP transfection on the CHOP expression in INS-1E cells tested by WB. (**B**) GSIS on INS-1E cells transfected with siCHOP2. (**C**) Cell apoptosis rate of INS-1E cells treated with siCHOP2 tested by flow cytometry. Values were shown as means ± SEM from triplicate experiments, * *p* < 0.05, *** *p* < 0.001 versus BSA + sicon group, # *p* < 0.05, ## *p* < 0.01, ### *p* < 0.001 versus PA + sicon group, *† p* < 0.05, *†† p* < 0.01, *††† p* < 0.001 versus PA + C3G + sicon group.

## Data Availability

Not applicable.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/nu14091835/s1, Figure S1: Cell viability of INS-1E cells at different Cyanidin-3-O-glucoside (C3G) doses and periods; Figure S2: The Gene Set Enrichment Analysis (GSEA) enrichment plots and the advanced volcano plots from the RNA sequencing analysis.

# Supplementary material for: Cyanidin-3-O-Glucoside Ameliorates Palmitic-Acid-Induced Pancreatic Beta Cell Dysfunction by Modulating CHOP-Mediated Endoplasmic Reticulum Stress Pathways
**Source:** Nutrients. 2022 Apr 28;14(9):1835. doi: 10.3390/nu14091835
**Supplement:** Supplementary file 1

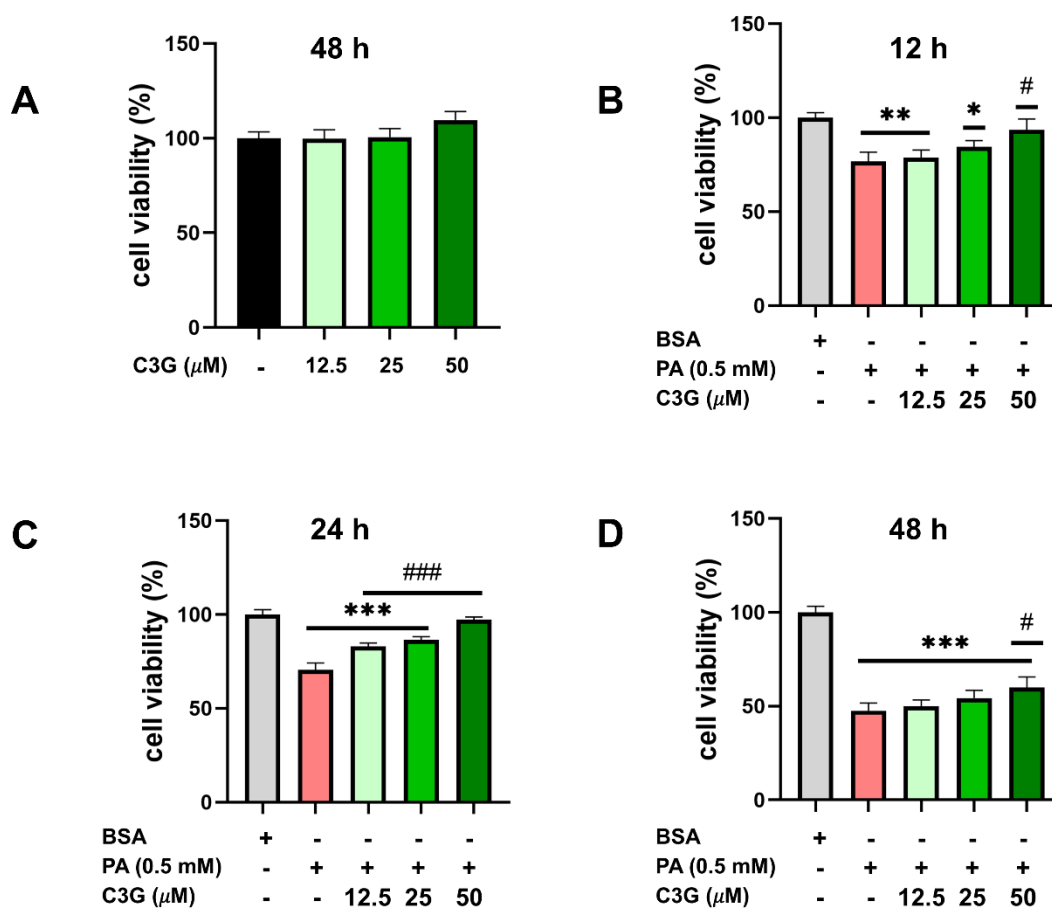

**Supplementary Figure S1.** Cell viability of INS-1E cells at different Cyanidin-3-O-Glucoside (C3G) doses and periods. (A) Cell viability of INS-1E cells at different doses (12.5  $\mu$ M, 25  $\mu$ M, 50  $\mu$ M) of C3G or only complete cell medium for 48 h measured by CCK8 assay. (B-D) Cell viability on INS-1E cells treated with PA plus 12.5  $\mu$ M-50  $\mu$ M C3G measured by CCK8. The results included three periods ranging from 12 h- 48 h. Experiments were performed in triplicate and results were shown as means  $\pm$  SEM, \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$  versus BSA control group, #  $p < 0.05$ , ###  $p < 0.001$  versus PA group.

**A**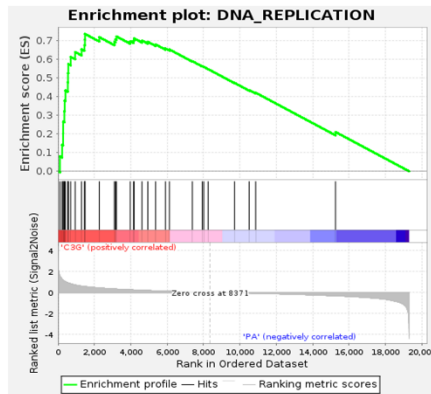**PA+C3G vs PA****B**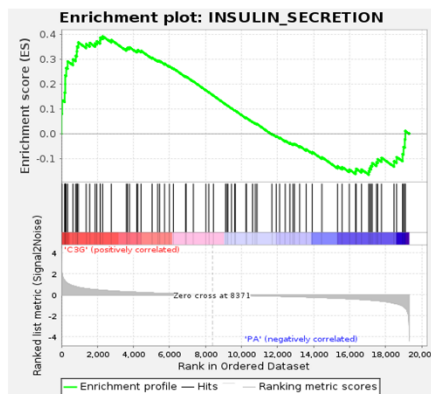**PA+C3G vs PA****C**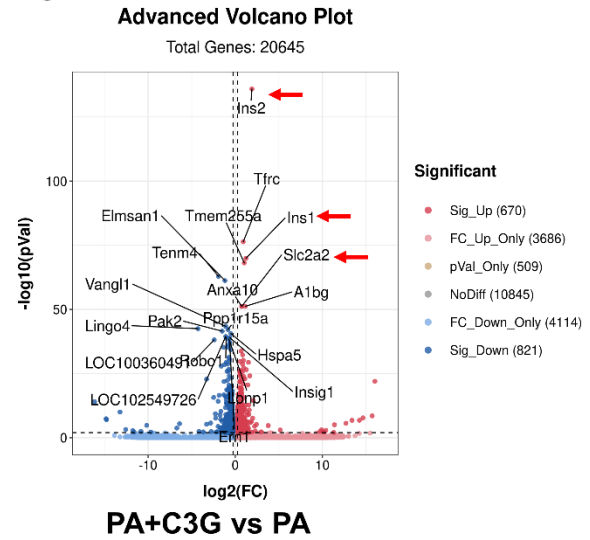

**Supplementary Figure S2.** The Gene Set Enrichment Analysis (GSEA) enrichment plots and the advanced volcano plots from the RNA sequencing analysis. (A-B) GSEA enrichment plot on DNA proliferation and insulin secretion pathway in PA + C3G group versus the PA group. (C) Volcano plot on differentially expressed genes in PA + C3G group versus the PA group. The significantly up-regulated genes were in red, while the down-regulated ones were in blue.

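The enrichment plots of DNA replication and insulin secretion rank all genes by their difference between the PA + C3G and PA groups and follow where the genes of the pathway fall in that ranking. DNA replication was lower with PA, with a median log2 fold change of −0.84 over its 36 genes, 33 of them lower at an adjusted p-value under 0.05. In PA + C3G versus PA its median was 0.22, with 34 genes higher and 19 of them past the threshold. Relative to BSA the median stayed at −0.60 in the PA + C3G group. Mcm5 (ENSRNOG00000014336), on chromosome 19 from 14523554 to 14561278, was at 27.4 ± 0.802 FPKM (SD, n = 3) with BSA, 6.76 ± 0.260 (n = 3) with PA and 12.8 ± 0.248 (n = 3) with PA + C3G. Insulin secretion showed no detectable shift as a whole with PA, with a median of −0.01 and an unadjusted camera p-value of 0.412. In PA + C3G versus PA its median was 0.04 (adjusted p = 0.00236 from limma's camera test), with 36 genes higher and 24 lower, of which 15 and 7 passed the threshold. The sign of this median depends on the scaling. With each library rescaled to the same FPKM sum it was −0.05, while camera still placed the pathway above the other genes, with an unadjusted p-value of 0.000284. With the inter-gene correlation estimated from the data, the unadjusted camera p-value was 0.0114. Besides Ins1, Ins2 and Slc2a2, Gpr119 was among the members that rose, with a log2 fold change of 0.72 (standard error 0.07, adjusted p = 0.000210 from edgeR's quasi-likelihood test). Splits of the same libraries that mixed the groups gave camera p-values down to 8.68e-07 for DNA replication and 0.00847 for insulin secretion. These splits keep part of the difference between the groups and are not a comparison without change.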

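At a fold change above 1.2 and an unadjusted p-value under 0.01, 898 genes were higher and 768 lower in PA + C3G than in PA. Rescaling each library to the same FPKM sum changed these counts to 502 and 1561. Among the genes the plot labels, A1bg, Tmem255a, Anxa10 and Tfrc were higher with C3G, with log2 fold changes of 1.18, 1.07, 0.76 and 0.95. Lower with C3G were Tenm4, Elmsan1, Vangl1, Robo1, Lonp1 and Insig1, with log2 fold changes of −1.88, −1.15, −1.06, −1.02, −0.69 and −0.60. For these genes the adjusted p-value from edgeR's quasi-likelihood test lay between 1.77e-05 for Tmem255a and 0.000210 for Tfrc. The log2 fold change of Lingo4 was −4.19 (standard error 0.37, adjusted p = 0.000180 from the same edgeR test), from 1.75 ± 0.307 FPKM (SD, n = 3) with PA to 0.0902 ± 0.0502 (n = 3) with PA + C3G. With limma on log2(FPKM + 1), where the added 1 is close to these values, it was −1.33. Pak2 changed by −1.46 (standard error 0.26, adjusted p = 0.00453 from the same edgeR test).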

How the deposited data were processed for this re-analysis (not part of the article)

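RNA-seq of INS-1E cells was re-analysed for 9 libraries, 3 each from cells given BSA, 0.5 mM PA, or 0.5 mM PA with 50 µM C3G for 24 h. The sample labels name the groups without doses, which were taken from the methods. The authors selected polyadenylated RNA, made strand-specific libraries and sequenced them in paired-end mode, and deposited estimated counts per gene without normalization. The authors also deposited FPKM, in which the same quantification is scaled to gene length and to the mapped fragments of each library. The paper's text does not name the aligner, the counting tool or the genome build. The table lists 20645 genes by Ensembl identifier with their KEGG annotation.

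The estimated counts are whole numbers that sum to between 45559993 and 66730721 per library. Since low values pile up at multiples of 4, the number of independent fragments was taken as about a factor of 4 lower, and dividing the counts by 4 was tried as an alternative. Intervals given for shares cover counting error only. Pearson correlations between libraries, across genes that are not independent replicates, lay between 0.963 and 0.972 within groups and between 0.935 and 0.963 across groups, and no pair of libraries was a duplicate. Gene length was nearly unrelated to the log2 fold change, with Spearman's rho of −0.01 for PA versus BSA and −0.03 for PA + C3G versus PA across genes.

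Before the data were examined, the groups, the comparisons, the filter, the paper's DEG criterion, the gene lists and most alternatives were set. The plan named limma on log2(FPKM + 1), and edgeR's quasi-likelihood test in its place should the table hold raw counts. The table holds estimated counts, which are not raw counts in the strict sense, and edgeR was used on them, with limma as an alternative. Genes with a mean FPKM of at least 1 over the 9 libraries were tested, 12958 in all, with edgeR 4.0.16 in R 4.3.3, TMM normalization and Benjamini-Hochberg adjustment. DEGs followed the paper, with a fold change above 2 and an unadjusted p-value under 0.05. Gene sets came from the KEGG annotation of the table and were tested with camera from limma 3.58.1 at an inter-gene correlation of 0.01, by one-sided Fisher's exact test among 4607 annotated genes, and by GSEA with 10000 random gene sets. GSEA ranked all 19309 gene symbols and not only the tested genes, because the plots in the paper rank about as many. This was chosen after the data were open and after the scores in those plots had been read. The filtered ranking was added as an alternative.

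Alternatives were DESeq2 1.42.0, median-ratio size factors, rescaling each library to the same FPKM sum (TPM scaling), no filter, a mean FPKM of at least 5, only the compared groups in the fit, the replicate number as a block (6843 genes for PA versus BSA), no trend in the prior variance, limma with pseudocounts of 1 and 0.1, limma after quantile normalization, and leaving out each library in turn. Limma and quantile normalization were each planned, but beside edgeR they change 2 choices together. Chosen after the data were seen were the counts divided by 4, the KEGG Ribosome set, the use of the PERK, ATF6 and IRE1 target lists as results, and the counts of C3G-changed genes, of lower Ribosome members and of ER members still above BSA.

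Genes named in the text are those the paper's text names, those labelled in Figure S2C, the 5 with the largest rise and the 5 with the largest fall per comparison among genes past the threshold whose libraries do not overlap, and up to 5 per gene set by p-value. Not every gene so chosen is discussed, and a gene that the paper names is not reported here. The procedure was tested on simulated data, after it had first been run on the real data. With 200 genes changed, 75.5% were called by edgeR at an adjusted p-value under 0.05, and 5.03% of the 159 calls were false. In a simulated comparison without change, no gene of 12958 was called. The simulation raised 100 genes and lowered 100, each about 2-fold, with genes drawn independently. In the data PA changed 6614 genes. The simulation therefore does not test the normalization where many genes change or where the changes are unbalanced. The qPCR, Western blot and secretion measurements are not analysed here.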

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

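The tests of explanations given here were chosen after the results they bear on were seen.

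The paper does not report the comparison of PA + C3G with BSA. In it, 4783 of the 12958 tested genes had an adjusted p-value under 0.05 by edgeR's quasi-likelihood test, 2462 higher and 2321 lower, and 600 met the DEG criterion. The balance of directions depends on the scaling, with 1876 higher and 3066 lower under TPM scaling and 1850 higher and 3091 lower with limma on log2(FPKM + 1). A lower depth of one PA + C3G library was tested by leaving that library out, which gave 4006 genes past the threshold. The alternatives ranged from 4169 to 5215 genes, and the fits without a library from 3864 to 4476. Of the 4 splits of the 6 libraries that part all same-numbered pairs, 1 gave as many genes, the real split. So few splits cannot give a small share, and splits that mix the groups put the difference between them into the spread within a group, so they had to give few genes and do not test this count.

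Some KEGG pathways that the paper does not discuss ranked high by camera at the fixed correlation in PA + C3G versus PA. Maturity onset diabetes of the young (21 genes) was at rank 1. Its median log2 fold change was 0.41 (adjusted p = 6.81e-15 from limma's camera test), against −0.29 in PA versus BSA. Ribosome, at rank 3, was examined further. Of its 162 tested genes, 61 were lower and 1 higher in PA + C3G than in PA at an adjusted p-value under 0.05, and the median log2 fold change was −0.19 (adjusted p = 3.42e-11 over 294 pathways from limma's camera test). It was 0.26 in PA versus BSA and 0.06 in PA + C3G versus BSA. The alternatives gave 49 to 85 lower genes, and the median stayed negative under each scaling, from −0.28 to −0.15. With the inter-gene correlation estimated from the data, the unadjusted camera p-value was 0.0485. Short and abundant mRNAs as the explanation were tested with 10000 random lists matched on length and expression, and the median lay at percentile 0, below the lowest random median of −0.02. Reads shared with pseudogene copies were tested by the symbol of the genes. The median was −0.20 for the 122 genes with a ribosomal protein symbol and −0.18 for the other 40, which does not decide the question. Of the 4 splits that part all same-numbered pairs, 2 gave a camera p-value as small, the real one and 1 that mixes the groups. The pattern cannot be told apart from reads shared between copies.

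Some genes moved with C3G but not detectably with PA. With an adjusted p-value under 0.05 in the same direction against both BSA and PA, and an unadjusted p-value above 0.05 in PA versus BSA, there were 211 such genes, 133 higher and 78 lower. Of the 4 splits that part all same-numbered pairs, 1 gave as many, the real one, which does not test the count, since mixed splits had to give few genes. TPM scaling gave 343 genes, and the fits without a library 123 to 217. That PA had no effect on these genes was not shown, and there was no group with C3G alone. No further technical explanation was tested for this count, and it remains a hypothesis that C3G acts on these genes apart from PA.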

How the results depend on the processing

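Of the main results, 219 values under an alternative and 109 values without a library kept their direction and their side of the threshold, or stayed within 1.5 times a count. For single genes, 791 and 393 did. The main results that did not, and the single genes that changed sign, are given with their values, and the cause was not tested for any of them.

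The DEG counts depended most on the filter and the criterion. For PA versus BSA, the 980 DEGs became 1673 with no filter, 561 with a mean FPKM of at least 5 and 4755 at a fold change above 1.2 and an unadjusted p-value under 0.01. For PA + C3G versus PA, the 147 DEGs became 440 with no filter, 49 with a mean FPKM of at least 5, 62 with limma on log2(FPKM + 1), 59 with limma and quantile normalization, and 1666 at the looser criterion. The balance of directions, 91 higher and 56 lower, became 65 higher and 78 lower under TPM scaling, 26 and 36 with limma on log2(FPKM + 1), and 27 and 32 with limma and quantile normalization. Genes with an adjusted p-value under 0.05 in PA + C3G versus PA numbered from 1718 to 2336 across the fits that each left out a library, against 2752.

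With the inter-gene correlation estimated from the data, the ER set in PA + C3G versus PA kept its median of −0.053, but its camera p-value was 0.104, no longer under 0.05. The unadjusted camera p-value rose for other KEGG sets too. It was 0.00532 for the ER set and 0.00235 for DNA replication in PA versus BSA. In PA + C3G versus PA it was 0.00938 for DNA replication, 0.0114 for insulin secretion and 0.0485 for Ribosome. The median of the insulin secretion set in PA + C3G versus PA changed sign under TPM scaling, to −0.051. TPM scaling moved the median of all genes in this comparison by −0.09, and 2091 of the 2752 genes past the threshold (76.0%) were also past it under that scaling.

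The share of PA-changed genes moved back by C3G, 33.8%, was 38.3% with DESeq2, 38.2% under TPM scaling, 30.2% with no filter, 37.3% with a mean FPKM of at least 5, 31.1% with only the compared groups in the fit, 36.7% with the replicate block, 32.6% with limma on log2(FPKM + 0.1) and 31.1% with limma and quantile normalization. Without each library in turn it ranged from 24.8% to 35.5%.

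The PERK target list, with a median of 0.19 in PA + C3G versus PA and a camera p-value of 0.0445, was no longer past 0.05 under TPM scaling (median 0.10, p-value 0.113), with a mean FPKM of at least 5 (median 0.23, p-value 0.0720), with the counts divided by 4 (median 0.19, p-value 0.0561) and with the estimated correlation (median 0.19, p-value 0.589). Without each library its median ranged from 0.15 to 0.23, and its p-value reached 0.292. The 211 genes changed by C3G against both other groups were 343 under TPM scaling and from 123 to 217 without a library.

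Small changes of some genes changed sign. For Actb in PA + C3G versus PA, the log2 fold change was −0.078 under TPM scaling and −0.025 with limma at either pseudocount, and from −0.0095 to 0.027 without a library. For Eif2s1 it was −0.057 under TPM scaling and −0.0038 and −0.0039 with limma at pseudocounts of 1 and 0.1, and from −0.00056 to 0.052 without a library. Under TPM scaling it was −0.033 for Acaa2. For Ffar1 in PA + C3G versus BSA it was −0.0023 under TPM scaling, −0.0072 and −0.0073 with limma at these pseudocounts, and from −0.049 to 0.11 without a library. None of these genes was past the threshold in the comparison. Of the other changes for single genes, 7 under an alternative and 11 without a library were weaker. They concern Bax and Bcl2 in PA versus BSA, Ffar1, Chga and Psat1 in PA + C3G versus PA, and Ins1 in PA + C3G versus BSA. For Chga and in part for Ins1 the change is that of quantile normalization, which returned exactly 0 and cannot show a difference for genes of equal rank.

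Splits of the libraries that mix the groups gave small camera p-values as well, down to 2.33e-06 for the ER set in PA versus BSA, 3.82e-09 for DNA replication in PA versus BSA and 1.63e-13 for Ribosome in PA + C3G versus PA. Such splits keep part of the difference between the groups, so they do not measure how often camera is wrong. In simulated data, 0% of 200 random sets of unchanged genes had a camera p-value under 0.05, but the genes were simulated independently, which leaves correlated sets untested. Of the 4 splits that part all same-numbered pairs, 1 split, the real one, gave a result as large for the gene and DEG counts of PA versus BSA and PA + C3G versus PA, for the ER and DNA replication sets in both comparisons, for insulin secretion in PA + C3G versus PA and for the ER set among the DEGs. Mixed splits put the difference between the groups into the spread within a group and had to give few genes, so for the counts and the DEGs this is no test. For the share of genes moved back, 1 split of PA + C3G and PA libraries, again the real one, was as large, but mixed splits there call almost no gene, so their share was bound to be near 0. A split mixing PA + C3G and BSA libraries gave 96.7%, so these splits do not test that share. No setting without a trend could move camera, and DESeq2 gives no camera value.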

Differences from the paper's values

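The minus log10 p of Ins2 in PA + C3G versus PA is about 140 in Fig. S2C, read by eye, and was 8.22 here. Of the alternatives set before the data were examined, DESeq2 closed the gap, with 116, and the others did not, with values from 5.82 to 10.8. The counts divided by 4, chosen after seeing the data, gave 8.38. DESeq2 moved another value away from that figure, the genes higher at a fold change above 1.2 and an unadjusted p-value under 0.01. They number about 670 in the figure and were 1041 with DESeq2, against 898 here. The lower genes number about 820 in the figure and were 918 with DESeq2, against 768 here.

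For the GSEA scores, the main setting fell within the error of the scores in Fig. 4B and Fig. S2. However, that setting was chosen after the data were open and after these scores had been read by eye. The score of insulin secretion is about 0.39 in Fig. S2B, read by eye, and was 0.40 with all gene symbols ranked. With the filter of the other tests it was 0.44, outside the error. With a mean FPKM of at least 5 it was 0.54, and under TPM scaling of all symbols it was 0.34. The ER score, about −0.42 in Fig. 4B, was also outside under TPM scaling (−0.445) and with a mean FPKM of at least 5 (−0.450). With median-ratio size factors (−0.400) and with the filter (−0.433) it stayed within. Without each library in turn it ranged from −0.448 to −0.394, outside at both ends. The DNA replication score, about 0.73 in Fig. S2A, was outside only without PA replicate 2 (0.696) or 3 (0.688).

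The paper places Eif2ak3 and Ddit3 among the top downregulated genes of the ER stress pathway and Ins1, Ins2 and Slc2a2 among the top upregulated genes. Here the log2 fold changes of Eif2ak3, Ddit3 and Slc2a2 in PA + C3G versus PA were −0.65, −0.70 and 0.78, below the fold change of 2 in the paper's criterion. At a fold change above 1.2 and an unadjusted p-value under 0.01, all 3 genes are called.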

Other observations

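The tests of explanations given here were chosen after the results they bear on were seen.

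The share of PA-changed genes moved back by C3G could come from the PA libraries shared by both comparisons. With disjoint PA libraries, the Pearson correlation of the effects across genes, which are not independent replicates, was −0.46 on average, from −0.49 to −0.44. The shared libraries alone therefore do not account for the opposite signs.

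Target lists of the branches of the unfolded protein response were written before the data were examined and reported as results afterwards. In PA + C3G versus PA the ATF6 list (15 genes) had a median log2 fold change of −0.34 and the IRE1 list (18 genes) one of −0.23, while the PERK list (21 genes) had one of 0.19. These directions held under each scaling, but the rise of the PERK list is fragile. PA did not detectably shift the PERK list (unadjusted p = 0.0598 from limma's camera test), so its rise is not a measure of PERK activity. Of the 4 splits that part all same-numbered pairs, 2 gave as small a camera p-value for the PERK list, and 1 split, the real one, for the ATF6 and for the IRE1 list. Expression level as the explanation was tested with random lists, and the PERK median lay at percentile 99.94 of 10000. A further explanation, that C3G opposes the change of each gene under PA, gave Spearman's rho of −0.87 across the PERK list with disjoint PA libraries, across genes that are not independent replicates. That correlation cannot see a shift of the whole list. The median of the PERK list over BSA was 0.09 with PA and 0.26 with PA + C3G, a signed median that mixes genes of different courses. Shmt2 was at −0.48 with PA and −0.055 with PA + C3G over BSA, and Nupr1 went from −0.41 to 0.28, while Ppp1r15a and Ddit3 fell from above BSA.

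Failed count estimates were tested as the explanation of genes at 0 in every library of one group and abundant in another. There were 5 such genes, LOC103689978, Hdac6, LOC100912611, Car15 and AABR07045105, with changes of at least 327-fold, 196-fold, 316-fold, 96.5-fold and 77.8-fold. For Hdac6 the PA + C3G libraries had 915, 854 and 45 counts, so its fold rests on a mean that the last library lies far below. These 5 genes were singled out after their values were seen. In 182 genes, a 0 in one library stood beside at least 100 counts in another library of the same group. The changes of these 5 genes could be failed estimates. Of the DEGs in PA + C3G versus PA, 14 had a 0 in some library.

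Ffar1, which encodes GPR40, was at 62.5 ± 4.88 FPKM (SD, n = 3) with BSA, 45.6 ± 5.91 (n = 3) with PA and 62.3 ± 7.12 (n = 3) with PA + C3G. Its log2 fold change in PA + C3G versus PA was 0.49 (adjusted p = 0.0124 from edgeR's quasi-likelihood test), and without PA replicate 3 its adjusted p-value was 0.0511, the highest of a range that began at 3.93e-05 (Ffar1, PA + C3G vs PA, over all alternatives). Over the Actb FPKM of the same library, the PA group was at 0.994 ± 0.125 (SD, n = 3) of the BSA mean and the PA + C3G group at 1.38 ± 0.162 (n = 3). Tlr4 was too low to be tested, with mean FPKM of 0.0609 with BSA, 0 with PA and 0.0312 with PA + C3G. Il1b is absent from the table. In PA + C3G versus PA, no change was detected for Bax, Bcl2 or Eif2s1, with adjusted p-values of 0.335, 0.503 and 0.627 from the same edgeR test.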
